# New Rat Model of Advanced NASH Mimicking Pathophysiological Features and Transcriptomic Signature of The Human Disease

**DOI:** 10.3390/cells8091062

**Published:** 2019-09-10

**Authors:** Raquel Maeso-Díaz, Zoe Boyer-Diaz, Juan José Lozano, Martí Ortega-Ribera, Carmen Peralta, Jaime Bosch, Jordi Gracia-Sancho

**Keywords:** steatosis, cirrhosis, hepatic fibrosis, portal hypertension, steatohepatitis

## Abstract

Non-alcoholic steatohepatitis (NASH) is a major cause of chronic liver disease. However, most available animal models fail to reflect the whole spectrum of the disease. Liver fibrosis and portal hypertension are the strongest prognostic markers in advanced NASH. We herein aimed at developing a new model of NASH in male rats, obtained using a multi-hit protocol that combines the administration of a high fat and high-cholesterol diet with CCl_4_ and phenobarbital. Following this protocol, rats showed the full characteristics of advanced human NASH after 10 weeks and NASH with cirrhosis by 24 weeks. Specifically, our NASH rats exhibited: steatosis and metabolic syndrome, lipotoxicity, hepatocellular ballooning necrosis, inflammation and importantly, marked hepatic fibrosis and significant portal hypertension. Furthermore, a whole transcriptomic analysis of liver tissue from our rat model using next generation sequencing was compared with human NASH and illustrated the similarity of this pre-clinical model with the human disease. Pathway enrichment analysis showed that NASH animals shared a relevant number of central pathways involved in NASH pathophysiology, such as those related with cell death, as well as inflammatory or matrix remodeling. The present study defines a pre-clinical model of moderate and advanced NASH that mimics the human disease, including pathophysiologic characteristics and transcriptomic signature.

## 1. Introduction

Non-alcoholic fatty liver disease (NAFLD) is considered a new epidemy in chronic liver diseases. In fact, its prevalence has been estimated to be as high as 25% in the general population and even higher (>70%) in patients with other metabolic risk factors like obesity and diabetes [1,2]. Additionally, it is well known than up to 30% of the NAFLD population will further progress and develop non-alcoholic steatohepatitis (NASH), the more severe form of fatty liver disease. NASH can progress to the end-stages of chronic liver disease, including cirrhosis and hepatocellular carcinoma (HCC) [3].

In view of the increasing incidence of NAFLD worldwide, a large number of translational laboratories are focused on understanding new aspects of NASH pathophysiology, on discovering specific and non-invasive diagnostic biomarkers, and developing effective pharmacologic treatments [4]. Nevertheless, the lack of reliable NASH animal models remains a limitation for studying the disease and for developing new therapeutic strategies [5]. Currently available animal models include genetic (Ob/Ob and Db/Db), dietary (high-fat diets [6] and methionine choline-deficient diet [7]) or a combination of both [8]. The major disadvantage of most of these models is that they fail to reflect advanced human disease. In this regard, it is important to denote that liver fibrosis represents the strongest predictor for NAFLD-specific mortality, [9] and portal hypertension is present in 25% of patients at the time of diagnosis of NASH [10]. Therefore, it is necessary to consider these pathological features to properly study NASH. Surprisingly, and despite its current relevance worldwide, no pre-clinical model of NASH with significant fibrosis and portal hypertension, together with the other relevant characteristics of the disease, has been well characterized so far [11].

Carbon tetrachloride (CCl_4_) has been widely used for decades to induce liver injury and fibrosis in murine models. Previous reports suggested that the use of CCl_4_, in combination with a high-fat diet, induced liver injury and some features of NASH at short-term [12], and HCC development at long term exposure [13]. However, these studies were developed in mice, which represents a limitation for proper hepatic hemodynamic evaluation and liver cells’ isolation. Indeed, a rat model would be preferable, because the size of the animal facilitates monitoring physiological parameters and the purification of high yields of parenchymal and non-parenchymal liver cells, and moreover, because rat models have been postulated to better correspond with human diseases [14].

Considering this background, we herein aimed at developing a new model of NASH in rats obtained using a multi-hit protocol that combines the administration of a high-fat and high-cholesterol diet with CCl_4_ + phenobarbital. Following this protocol, rats reflect the full features of advanced human NASH after 10 weeks of administration and NASH with cirrhosis by 24 weeks. We further demonstrate that this new model shares relevant pathophysiological pathways with human NASH using next generation sequencing and pathway enrichment analysis.

## 2. Materials and Methods

### 2.1. Animal Model

Male Wistar rats underwent a multi-hit liver injury protocol (termed Barcelona NASH [BarNa] model) that combines a high-fat (46.1%) and high-cholesterol (197 ppm) diet (HFCD) (Testdiet, St. Louis, MO, United States) with CCl_4_ inhalation (Sigma, Fluka, 87031) and oral phenobarbital added to the drinking water, as described previously [15]. We designed a protocol to achieve NASH after 10 weeks of intervention (NASH group) and a protocol to obtain NASH with established cirrhosis (NASH-CH group) after 24 weeks. In the NASH model, rats were exposed to 6 weeks of CCl_4_ inhalation and oral phenobarbital, followed by 4 weeks of HFCD. To obtain the NASH-CH model, rats were exposed to 8 weeks of CCl_4_ inhalation and oral phenobarbital, followed by 16 weeks of HFCD, CCl_4_ inhalation, and oral phenobarbital. Control rats were fed a standard chow diet (13% fat) (Envigo, Huntingdon, United Kingdom), with normal water for 12 weeks. *N* = 6 animals were included in each experimental group. Rats were housed (2 per cage) in a 12 h light–12 h dark cycle and were fed ad libitum. Animals were kept in environmentally-controlled animal facilities. All procedures were approved by the Laboratory Animal Care and Use Committee of the University of Barcelona and were conducted in accordance with the European Economic Community guidelines for the protection of animals used for experimental and other scientific purposes (EEC Directive 86/609).

### 2.2. Glucose Tolerance Test (GTT)

Rats were fasted for 5 h before the administration of a glucose bolus (2 mg/g, i.p.; Braun Medical, Rubí, Spain). Glycemia was determined at 0, 15, 30, 60, 90, and 120 min after glucose administration with the AccuCheck glucose sensor (Roche Diagnostics, Sant Cugat del Valles, Spain). GTT was performed 5 days before the hemodynamic studies [16].

### 2.3. In Vivo Hemodynamic Analysis

Rats were anesthetized with ketamine (100 mg/kg body weight, Imalgene 1000; Merial) plus midazolam (5 mg/kg body weight; Laboratorio Reig Jofre, S.A., Spain) intraperitoneally, fastened to a surgical board, and maintained at a constant temperature of 37 ± 0.5 °C.

A tracheotomy and cannulation with a PE-240 catheter (Portex, Ashford, UK) was performed in order to maintain adequate respiration during anesthesia. Indwelling catheters made of PE-50 polyethylene tubing (Portex, Ashford, UK) were placed into the femoral artery to measure mean arterial pressure (MAP; mmHg) and heart rate (HR; beats per minute), and to the ileocolic vein to measure portal pressure (PP; mmHg) [17,18]. Portal blood flow (PBF; mL/min) was measured with a non-constrictive perivascular ultrasonic transit-time flow probe (2PR, 2-mm diameter; Transonic Systems Inc., USA), placed around the portal vein just before its entrance in the liver, avoiding the measurement of portal-collateral blood flow. The flow probe and pressure transducers were connected to a Powerlab (4SP) linked to a computer using Chart v5.5.6 for Windows software (AD Instruments, Bella Vista, Australia). Hepatic vascular resistance (HVR) was calculated as PP / PBF. Hemodynamic data were collected after a 20-min stabilization period. Bile was collected during the stabilization period by cannulation of the bile duct with a PE-10 catheter (Portex, Ashford, UK) and expressed as bile volume (µL)/time of bile collection (min). At the end of the in vivo hemodynamic study, blood samples were collected to subsequently evaluate biochemical measurements [19]. Hemodynamic studies were performed as an end-point of the experiment after 10 weeks in the NASH group, 12 weeks in the control group, and 24 weeks in the NASH-CH group.

### 2.4. Biochemical Measurements

Liver transaminases, bilirubin, triglycerides, total cholesterol, low density lipoprotein-cholesterol (LDL), high density lipoprotein-cholesterol (HDL), and free fatty acids (FFA) were analyzed in plasma with standard methods at the hospital clinic’s CORE lab [20].

Hepatic lipid peroxidation was determined by measuring the formation of malondialdehyde (MDA) with the thiobarbiturate reaction [19].

Non-fasting plasma insulin was measured with the ultrasensitive rat insulin ELISA kit (90060, Crystal Chem, Zaandam, Netherlands), according to the manufacturer’s instructions.

### 2.5. Liver Histology

Liver samples were fixed in 10% formalin, embedded in paraffin, sectioned, and slides were stained with hematoxylin and eosin (H&E) for assessment of liver histology, and with Sirius Red for liver fibrosis evaluation. Fibrosis was evaluated as the collagen proportional area (percent of red-stained area out of total area of the liver section) using ImageJ software. NAFLD activity score and fibrosis stage were evaluated by an expert pathologist according to the NASH clinical research network (CRN) scoring system. The histological scoring was performed without knowing the rat group and protocol [21,22].

### 2.6. Oil Red O Staining

Liver samples were frozen in OCT, sectioned, and slides were stained with Oil red O (Sigma Aldrich, San Luis, MO, USA) for lipid analysis. Lipid droplets were evaluated as the red-stained area per total area using the ImageJ software [20].

### 2.7. Cell Death

Terminal deoxynucleotidyl transferase dUTP (2′-Deoxyuridine, 5′-Triphosphate) nick end-labeling (TUNEL) was performed in deparaffinized liver sections using an in situ cell death detection kit (Roche Diagnostics, Sant Cugat del Valles, Barcelona, Spain) according to the manufacturer’s instructions [18].

### 2.8. Immunohistochemistry

Liver samples were fixed in 10% formalin, embedded in paraffin, sectioned and processed for immunohistochemistry (IHC) or immunofluorescence (IF) as previously described [23]. For IHC, liver sections were incubated with antibodies against CD32b (sc-13271, Santa Cruz, CA, USA), von Willebrand factor (VWF) (A0082, Dako, Santa Clara, CA, USA), Desmin (M0760, Dako, Santa Clara, CA, USA), or CD163 (MCA342R, Biorad, Hercules, CA, USA). After incubation with corresponding secondary antibodies, color development was induced by incubation with a DAB ((3,3′-diaminobenzidine) kit (Dako, Santa Clara, CA, USA) and counterstained with hematoxylin. Sections were dehydrated and mounted. The specific staining was visualized and fifteen images per liver were acquired using a microscope equipped with a digital camera and the assistance of Axiovision software. The relative volume was calculated by dividing the number of points positive in sinusoidal areas by the total number of points over liver tissue (CD32b, vWF, and Desmin). Positive cells per field were quantified for CD163.

For IF, liver sections were incubated with antibodies against CD68 (MCA341R, Biorad, Hercules, CA, USA), myeloperoxidase (MPO) (ab9535, Abcam, Cambridge, UK), and histone H2B (ab52484, Abcam, Cambridge, UK) incubated with secondary antibodies Alexa Fluor 488 or 555 (1:400, Life technologies) and 4′,6-diamino-2-fenilindol (DAPI) (1:3000, Sigma-Aldrich, San Luis, MO, USA) and mounted in fluoromount G medium. Ten images per sample were obtained with a fluorescence microscope and positive cells per field (CD68, MPO) were quantified. Neutrophils activity was characterized as presence of neutrophil extracellular traps (NETs) (structures double-positive for myeloperoxidase and histone 2B) [24].

### 2.9. Western Blotting

Liver samples were processed, and Western blot performed as described [25]. The primary antibodies used were 3-Nitrotyrosine (N5538, Sigma Aldrich, San Luis, MO, USA), cleaved caspase-3 (9661, Cell Signalling, Danvers, MA, USA), alpha smooth muscle actin (α-SMA) (A2547, Sigma Aldrich, San Luis, MO, USA), collagen 1α1 (84336, Cell Signalling, Danvers, MA, USA), cellular retinol binding protein (CRBP1) (sc-271208, Santa Cruz), phosphorylated moesin at Thr558 (sc-12895, Santa Cruz, CA, USA), total moesin (sc-13122, Santa Cruz, CA, USA), phosphorylated endothelial nitric oxide synthase (eNOS) at Ser1177 (9571, Cell Signaling, Danvers, MA, USA), and total eNOS (610297, BD Transduction Laboratories, San Jose, CA, USA), all 1:200. Blots were revealed by chemiluminescence and protein expression was determined by densitometric analysis using the Image Studio Lite (LI-COR, Lincoln, USA). Blots were also assayed for α-tubulin (1:1000, Sigma-Aldrich, San Luis, MO, USA) content as standardization of sample loading.

### 2.10. Transcriptome Profiling

Global transcriptome profiling of rat liver tissue (*n* = 6 control, *n* = 6 NASH, and *n* = 6 NASH-CH) was performed by RNA-Seq. Briefly, 20 mg of liver tissue were weighted, and RNA was isolated using the miRNeasy mini kit (217004, Qiagen, Hilden, Germany) following the manufacturer’s instructions. The sequencing library was prepared using 1000 ng of total RNA by a TruSeq library prep kit (Illumina, San Diego, CA, USA) following the manufacturer’s protocol, and resulting data were pre-processed by our custom pre-processing pipeline. Briefly, after adapter trimming, raw sequencing reads were aligned against *Rattus Norvergicus* genome (Rnor_6.0) by Spliced Transcripts Alignment to a Reference (STAR) [26] 2-pass algorithm, and the quantification of genes and transcripts was done with the RSEM program [27] using ensembl release 95 [28]. We used the trimmed mean of M values (TMM) method and limma-voom transformation from rounded expected counts to normalize non-biological variability. An assessment of differential expression between groups was evaluated using moderated *t*-statistics [29]. The dataset is available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database, accession number GSE129525.

### 2.11. Bioinformatic Data Analysis

Human NASH liver transcriptome datasets were used from the GSE48452 database to identify the commonly dysregulated gene sets between human NASH and rat NASH models. See Supplementary Table S2 for patients’ clinical characteristic details: patients with NASH (*n* = 17), steatotic patients (*n* = 9) vs. healthy individuals (*n* = 12). Molecular pathway dysregulations in the rat and human liver tissues were determined by gene set enrichment analysis by means of pre-ranked Gene Set Enrichment Analysis (GSEA), in previously transformed human orthologs with the Mouse Genome Informatics (MGI) database, using the Molecular Signatures Database (MSigDB) database [30] defined as false discovery rate (FDR) <0.1.

### 2.12. Statistical Analysis

Statistical analysis was performed with the Prism 7 for Windows (GraphPad Software, San Diego, California, USA). All results are expressed as mean ± standard error of the mean (SEM). Results were compared by one-way ANOVA with Tukey post hoc test. Differences were considered significant at a *p* values of <0.05.

## 3. Results

### 3.1. BarNa Rats Develop Obesity, Liver Disfunction, and Insulin Resistance

In comparison to control animals, NASH (10 weeks) and NASH-CH rats (24 weeks) showed significant body weight gain (Figure 1A), as well as an increase in liver and epididymal, abdominal, and mesenteric white adipose tissue weights (Figure 1B). Total cholesterol and LDL-cholesterol were significantly elevated in plasma from NASH-CH animals (Figure 1C), while no statistical differences were observed in the NASH group. Additionally, both models of NASH exhibited a reduction in bile production, suggesting a deterioration in hepatic functionality in comparison to control rats (Figure 1D). Plasma levels of triglycerides, HDL, FFA, and bilirubin were not altered in both groups of NASH rats (Figure 1 and Figure S1A–C). Finally, both groups of NASH animals had fasting hyperinsulinemia accompanied by an abnormal glucose tolerance test response (Figure 1E,F), features associated with insulin resistance.

### 3.2. BarNa Rats Present Liver Histology Features Distinctive of Human NASH

All rats were ranked for each of the four histological features encompassed in human NASH (steatosis, hepatocyte ballooning, lobular inflammation, and liver fibrosis), according to the CRN Score System criteria. When compared to the control group, the NASH and NASH-CH groups exhibited a clear major scoring in all categories resulting in a final score superior to the threshold for NASH diagnosis (scores of 8 and 9, respectively) (Figure 2A,B).

Oil red evaluation revealed a significant increase in hepatic lipid deposition in NASH (30 ± 4%) and NASH-CH (43 ± 11%) rats in comparison to control animals (<1%) (Figure 2C). Furthermore, hepatic fibrosis was elevated in both NASH rats (6 ± 0.5%) and NASH-CH (15 ± 4%) compared to control rats (<1%) (Figure 2D).

### 3.3. BarNa Rats Show Elevated Oxidative Stress Levels, Cell Death, and Inflammation

Rats from both BarNa models showed a significant increase in hepatic MDA levels, suggesting oxidative stress secondary to lipid peroxidation (Figure 3A). Accordingly, hepatic nitrotyrosinated proteins, marker of peroxynitrite anion formation, were elevated in NASH and NASH-CH rats compared to the control group, (Figure 3B), altogether supporting elevated oxidative stress levels in the BarNa models.

Hepatic cell death evaluation revealed significant increases in cleaved caspase-3 protein expression and TUNEL quantification in both groups of BarNa rats (Figure 3C), accompanied with elevated plasma transaminases in the NASH-CH group (Figure 3D).

NASH-CH rats presented an increase in the number of infiltrated neutrophils and in their activity (Figure 3E), together with more hepatic CD68 and CD163-positive macrophages in comparison to the control rats (Figure 3F). The NASH group had numerically higher levels of these inflammatory parameters, but they did not reach statistical significance.

### 3.4. BarNa Model Promotes the Activation and Proliferation of HSCs

BarNa rats exhibited an increase in the number of activated hepatic stellate cells (HSCs) demonstrated by the increase in desmin-positive cells and overexpression of α-SMA protein in the NASH-CH rats (Figure 4A,B). Accordingly, collagen-1α1 protein was augmented in the NASH-CH group, but not in NASH rats (Figure 4C). The expression of the chaperon CRBP1 was augmented in the NASH-CH group, suggesting a major deposition of vitamin A in these animals (Figure 4D). Additionally, HSCs from NASH-CH animals exhibited a pro-contractile phenotype as demonstrated by the increased levels of phosphorylated (active) moesin protein (Figure 4E).

### 3.5. BarNa Rats Exhibit Hepatic Endothelial Dysfunction

Analysis of liver sinusoidal endothelial cells (LSECs) phenotype markers in NASH and NASH-CH rats suggested de-differentiation of the hepatic endothelium in comparison to the control group. NASH and NASH-CH livers exhibited reduced expression of CD32b (Figure 5A), a well-described marker of LSECs’ differentiation, as well as a remarkable increase in the sinusoidal expression of the well-established capillarization marker called the von Willebrand Factor (vWF) (Figure 5B). Moreover, LSECs from NASH and NASH-CH animals exhibited a reduction in their vasodilatory capacity as illustrated by the reduction in the active phosphorylated form of the endothelial nitric oxide synthase (eNOS) (Figure 5C).

### 3.6. BarNa Rats Show Significant Portal Hypertension

Rats from NASH and NASH-CH groups had significantly higher PP (+38% and +51%, respectively) in comparison to control animals (Table 1). The presence of portal hypertension in these animals was a consequence of a significant increase in the hepatic vascular resistance, with no evidence of hyperdynamic syndrome or presence of ascites. Systemic hemodynamic parameters showed no significant differences between groups.

### 3.7. BarNa Rats Share De-Regulations in Main Pathways Involved in Human NAFLD and NASH Pathophysiology

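Liver RNA from 6 control, 6 NASH and 6 NASH-CH rats was sequenced as one library per rat. NASH rats had inhaled CCl4, a hepatotoxin, for 6 weeks with phenobarbital in the drinking water, and then received the high-fat and high-cholesterol diet (HFCD) for 4 weeks. NASH-CH rats had inhaled CCl4 with phenobarbital for 24 weeks and received the HFCD during the last 16. Control rats were kept for 12 weeks, another duration than that of either model. The sample labels instead give 10 and 24 weeks of combined treatment, and they name the RNAqueous-Micro kit where the methods name the miRNeasy kit. The authors aligned the trimmed reads to Rnor_6.0 and deposited RSEM expected counts for 32623 genes of Ensembl release 95, without normalization for library size or gene length. These values were rounded to whole counts and scaled by the TMM method, and the 12904 genes that passed edgeR's filterByExpr were tested.

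The median total was 25631253 counts per rat in the control group (range 19498534 to 27174015) and 23936255 in the NASH group (range 20827770 to 29491947). It was 48582071 in the NASH-CH group (range 44680344 to 60117822), a ratio of mean totals of 2.07 to the controls (two-sided exact permutation test, p = 0.00216, the smallest p that 6 rats against 6 allow). No control or NASH rat reached the range of the NASH-CH rats, so any difference in library preparation cannot be told apart from condition for that group. Small non-coding RNA genes other than 7SK and signal recognition particle (SRP) RNA took 0.408 ± 0.084% of counts in control rats (mean ± SD, n = 6), 0.402 ± 0.061% in NASH rats and 0.174 ± 0.026% in NASH-CH rats. That share differed between NASH-CH and control rats (exact permutation p = 0.00216) and not detectably between NASH and control rats (exact permutation p = 0.874). The share of 7SK and SRP RNA was larger, 17.8 ± 2.34% in control, 15.0 ± 0.973% in NASH and 11.5 ± 0.753% in NASH-CH rats. It was lower than in controls in NASH (exact permutation p = 0.0108) and in NASH-CH rats (exact permutation p = 0.00216). The 10 genes with the most counts held 51.8 ± 3.52% of the counts of control rats, 44.7 ± 1.08% of those of NASH rats and 45.5 ± 2.33% of those of NASH-CH rats (mean ± SD, n = 6). The first principal component of log2 CPM (counts scaled to the library total) carried 25.7% of the variance and the second 13.8%.

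**Figure D1:**
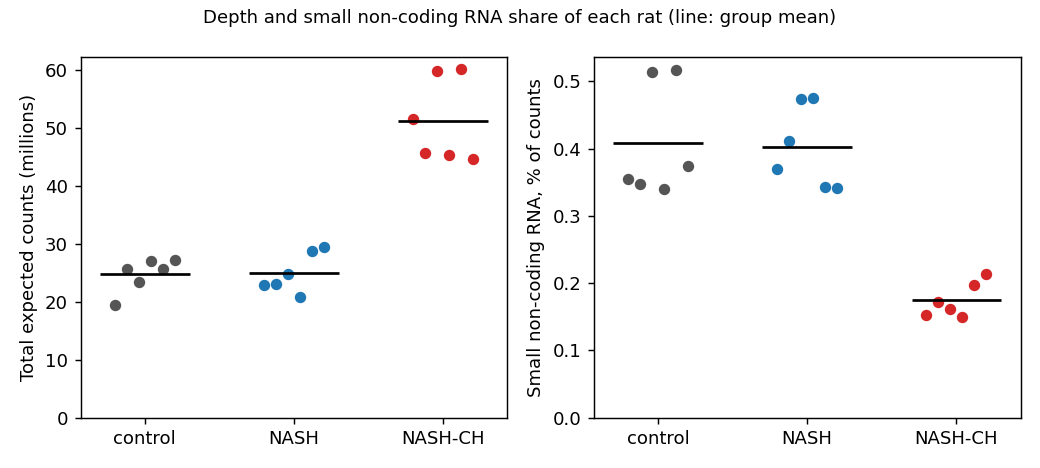
Total expected counts (left) and the share of counts from small non-coding RNA genes other than 7SK and SRP RNA in percent (right) for each rat. Points are rats and lines are group means; all 6 NASH-CH rats lie above the other 12 in total counts and below them in the small RNA share.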

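In one limma-voom fit of the 18 livers, 403 genes had an adjusted p under 0.05 between NASH and control rats, 204 of them higher and 199 lower in NASH. Between NASH-CH and control rats the fit gave 2192 genes, 1082 higher and 1110 lower in NASH-CH, and between NASH-CH and NASH rats 542 genes, 234 higher and 308 lower in NASH-CH. Without adjustment, 2776 genes had a p under 0.05 in the NASH comparison and 4085 in the NASH-CH comparison. Sample quality weights moved the NASH count most, to 1509 genes, and omitting the filter on low counts moved the NASH-CH count most, to 5495. The NASH count ran from 132 to 993 genes across 18 fits that each left out 1 rat. When control rat 6 and NASH rat 6 exchanged groups, 526 genes passed, more than under the real grouping. With the replicate number as a block, the counts were 444, 2095 and 540 genes in the same order. The deviations of rats with the same number from their group means had a mean correlation of 0.0516 for control and NASH rats and 0.0732 for control and NASH-CH rats.

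Of the genes that passed in NASH, 280 also passed in NASH-CH, with 150 higher and 129 lower in both models and 1 in opposite directions. Another 123 genes passed only in NASH and 1912 only in NASH-CH. Among the 403 genes, 395 (98.0%) had a log2 fold change of the same sign in NASH-CH. Across all tested genes, the log2 fold changes of the 2 models correlated with Pearson's r = 0.58 and Spearman's rho = 0.66. Both comparisons share the same controls, which raises this correlation and the share of genes with the same sign. No baseline is given for either value, and genes are not independent replicates. Of the 1110 genes lower in NASH-CH, 164 (14.8%) were small non-coding RNA genes.

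Genes named here had an adjusted p under 0.05, at least 10 CPM on average in the higher group and a symbol that is not a placeholder. In addition, every NASH rat lay beyond every control rat. Of the reported increases among such genes in NASH, that of Serpina7 (ENSRNOG00000011081) was the largest. Serpina7 rose from 1.47 ± 0.684 to 14.5 ± 5.86 CPM (mean ± SD, n = 6), a log2 fold change of 3.18 (SE 0.51, adjusted p = 0.00528, limma's moderated test with Benjamini-Hochberg adjustment). Its log2 fold change moved most, to 3.47, without NASH rat 6. Cdh17 rose by 3.00 (SE 0.77, adjusted p = 0.0405), and it lost significance in 11 of the 18 fits that each left out 1 rat, with 1 NASH rat far above the others. Ces2c rose by 2.55 (SE 0.45, adjusted p = 0.00769) and Upp2 by 2.41 (SE 0.46, adjusted p = 0.0110). The largest decreases were those of Aacs, -3.07 (SE 0.44, adjusted p = 0.00265), and of the macrophage receptor gene Marco, -2.78 (SE 0.58, adjusted p = 0.0168). Each of these 2 genes had 1 NASH rat well above the other 5. The cholesterol synthesis genes Mvd, -2.56 (SE 0.43, adjusted p = 0.00562), Acat2, -2.54 (SE 0.39, adjusted p = 0.00431), and Fdps, -2.01 (SE 0.36, adjusted p = 0.00829), were lower as well.

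In NASH-CH rats the largest increases among such genes were those of Chchd2, 6.09 (SE 1.4, adjusted p = 0.00659), and Cyp2b2, 4.96 (SE 1.20, adjusted p = 0.00946). Control rats ranged from 0.0827 to 19.6 CPM for Chchd2, so its fold change is imprecise. Cyp2b2 stood at 32.1 ± 14.8 CPM in control, 239 ± 431 in NASH and 877 ± 237 in NASH-CH rats (mean ± SD, n = 6), with 1 control rat far below the other 5. Lcn2 rose by 4.66 (SE 1.29, adjusted p = 0.0195) and Spsb4 by 4.56 (SE 0.84, adjusted p = 0.00126). Gstm3 rose by 4.46 (SE 1.34, adjusted p = 0.0297), and it lost significance in 4 of the 18 fits that each left out 1 rat. Serpina7, Ces2c, Chchd2, Cyp2b2 and Gstm3 belong to families with near-identical copies or pseudogenes between which the authors' counting could split reads, so their values are uncertain. The largest decreases were those of Rn7sl1, -5.03 (SE 0.61, adjusted p = 1.85e-05), 5S_rRNA, -4.40 (SE 0.38, adjusted p = 2.51e-07), and 5_8S_rRNA, -4.01 (SE 0.99, adjusted p = 0.0106). The 5_8S_rRNA symbol has 3 copies with identical values, and both rRNA symbols belong to the small RNA genes whose share of counts differed between the libraries. Reads of Rn7sl1 could be split with other SRP genes, and 1 NASH and 1 NASH-CH rat lay far above the other 5 of their groups.

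**Figure D2:**
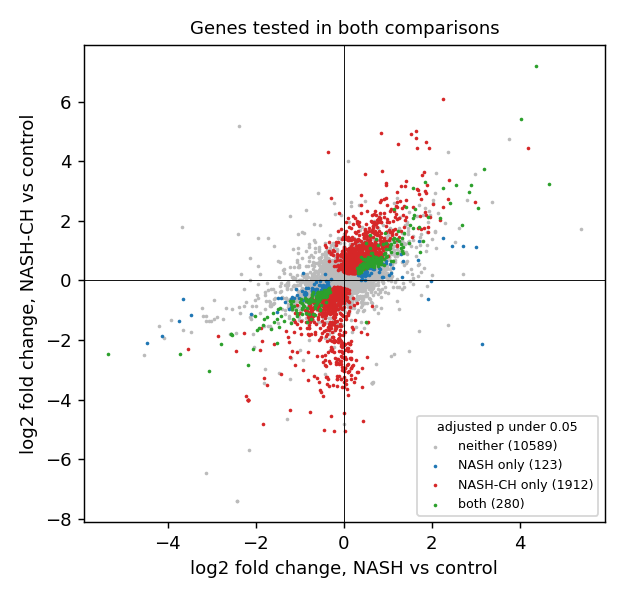
Log2 fold change against control of each tested gene in NASH (horizontal) and NASH-CH rats (vertical). Colours mark genes with an adjusted p under 0.05 in neither comparison, in NASH only (123), in NASH-CH only (1912) or in both (280); part of the NASH-CH only genes lie far below 0 on the vertical axis and near 0 on the horizontal axis.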

Whole hepatic gene expression analysis identified 386 and 1,201 genes differentially expressed comparing NASH and NASH-CH rats with control animals at FDR <0.05 (Figure S2), respectively. Comparative transcriptomic analysis illustrated that BarNa rats share de-regulations in a significant part of pathways involved in human NAFLD and NASH pathophysiology. 

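Preranked enrichment was computed with fgsea on the moderated t of the 18-liver fit for 28 gene sets, 22 written for the paper's statements on pathways and 6 others. The sets were defined by gene symbol before the data were examined. The MSigDB sets, the orthologue table and the human liver arrays were not used here, so the overlap with patients was not analysed here. At FDR below 0.1, 8 sets were higher and 8 lower in NASH, and 11 were higher and 10 lower in NASH-CH, relative to controls. Of the 28 sets, 7 were higher and 7 lower in both models, 2 passed only in NASH, 7 only in NASH-CH, 5 in neither, and 0 in opposite directions. Ranking by log2 fold change in place of the moderated t moved these counts most, to 2 sets higher in NASH. With the replicate number as a block, 9 sets were higher and 8 lower in NASH, and 11 were higher and 10 lower in NASH-CH.

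Preranked enrichment treats genes as independent, which can raise the number of sets that pass. Among the 31 other groupings of control and NASH rats that part all same-numbered rats, the median was 12 sets past the threshold and the maximum 20, and 8 of the 32 groupings, the real one included, gave as many sets as the real one. For NASH-CH the median was 13 sets and the maximum 22, and 2 of the 32 groupings gave as many. Each set was therefore also scored in each rat as the mean log2 CPM of its genes, and group means were compared by a two-sided exact permutation test with Benjamini-Hochberg adjustment. By this test 17 sets passed an FDR of 0.1 in NASH and 19 in NASH-CH, 13 of them in both. A sign-flip test of the 6 differences between same-numbered rats, whose smallest exact p is 0.03125, gave 0 sets in NASH after adjustment, with 6 at an unadjusted p under 0.05, and 19 in NASH-CH, with 17 at an unadjusted p under 0.05. A set at the smallest p passes this adjustment only if enough other sets reach it as well. From pathways altered in both models and in patients, the paper concludes that BarNa rats share part of the deregulation found in human disease.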

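The set of 14 PI3K subunits had a normalized enrichment score (NES) of 1.62 in NASH (FDR = 0.0478) and 1.53 in NASH-CH (FDR = 0.0683), relative to controls. Its mean log2 CPM was 2.78 ± 0.18 in control, 2.98 ± 0.11 in NASH and 3.00 ± 0.11 in NASH-CH rats (mean ± SD, n = 6). The score rose by 0.20 in NASH (exact permutation p = 0.0325, adjusted p = 0.0649) and by 0.22 in NASH-CH (exact permutation p = 0.0303, adjusted p = 0.0499), in 6 of 6 rats of each model. Only 2 NASH and 3 NASH-CH rats lay above every control rat. In log2 units, library size only moved the NASH difference most, to 0.42, and with the median over genes the differences of 0.048 in NASH and 0.012 in NASH-CH did not pass. The NES fell short of the threshold in 8 of the 18 NASH-CH fits that each left out 1 rat. Pik3c2b changed most by moderated t in both models, with log2 fold changes of 0.95 (adjusted p = 0.0528) and 0.94 (adjusted p = 0.0128).

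For 14 genes of IL-7 signalling the NES was 1.73 in NASH (FDR = 0.0273) and 2.07 in NASH-CH (FDR = 0.000513). The score rose by 0.24 and 0.51 log2 units, and every rat of each model lay above every control rat (exact permutation p = 0.00216 for each model, adjusted p = 0.0121 and 0.0101). With the median over genes in place of the mean, the NASH difference changed sign, to -0.015. Il7 itself had log2 fold changes of 1.62 in NASH (adjusted p = 0.0150) and 2.39 in NASH-CH (adjusted p = 2.39e-05). Its level was low, 0.31 ± 0.18 CPM in control, 0.89 ± 0.28 in NASH and 1.54 ± 0.27 in NASH-CH rats (mean ± SD, n = 6). PDGF ligands, receptors and adaptors (25 genes) had an NES of 1.65 in NASH (FDR = 0.0321) and 2.38 in NASH-CH (FDR = 2.76e-06). Their score rose by 0.23 in 6 of 6 NASH rats (exact permutation p = 0.0281, adjusted p = 0.0606) and by 0.57 in 6 of 6 NASH-CH rats (exact permutation p = 0.00216, adjusted p = 0.0101). The leading members were Pdgfc in NASH, with a log2 fold change of 1.73 (adjusted p = 0.00316), and Thbs1 in NASH-CH, with 1.72 (adjusted p = 0.000819).

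Integrins (26 genes) and actin cytoskeleton regulators (44 genes) were higher in NASH-CH, with NES of 1.73 (FDR = 0.0166) and 1.52 (FDR = 0.0331). Their scores rose by 0.38 (exact permutation p = 0.00433, adjusted p = 0.0110) and 0.26 (exact permutation p = 0.0281, adjusted p = 0.0492), and NASH-CH rat 5 lay far above the other 5 for integrins. In NASH neither set passed, with NES of 0.739 (FDR = 0.886) and 0.897 (FDR = 0.687) and score differences of 0.021 (exact permutation p = 0.740) and 0.088 (exact permutation p = 0.242), and the NES changed sign in 1 and 2 of 11 alternatives.

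**Figure D3:**
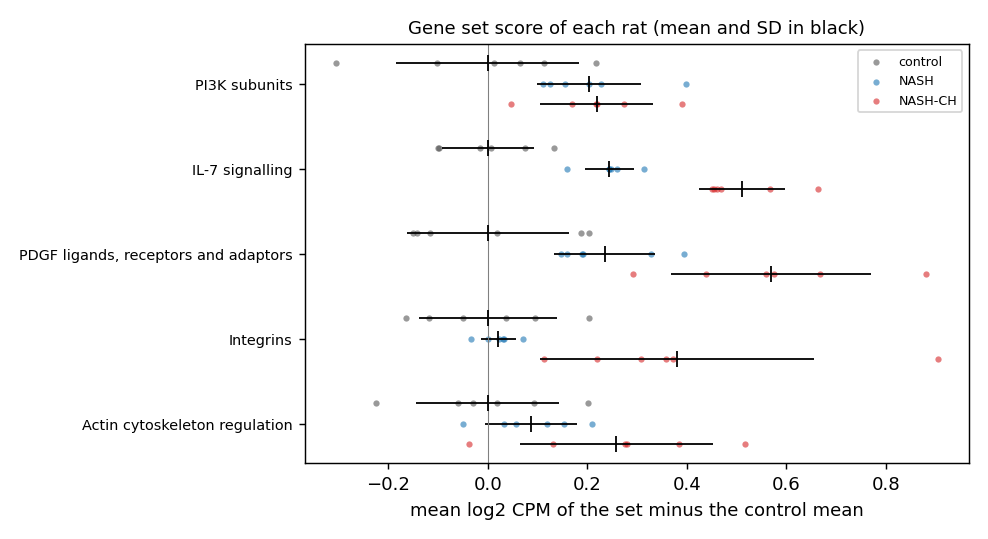
Mean log2 CPM of 5 gene sets in each rat, minus the mean of the control rats. Points are rats, and black marks give the group mean and SD (n = 6 per group); all 6 NASH and all 6 NASH-CH rats lie above the control mean for the PI3K, IL-7 and PDGF sets.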

Pathway enrichment analysis for genes that were commonly up-regulated between NASH, NASH-CH, and human NASH showed that 29 gene sets including phosphoinositide 3-kinase (PI3K), interleukin 7 (IL7), cell death signaling, and platelet-derived growth factor (PDGF) were among the most significant dysregulated pathways (Figure 6A). 

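The respiratory chain was represented by 77 genes of oxidative phosphorylation, whose NES was -3.45 in NASH (FDR = 8.85e-30) and -3.25 in NASH-CH (FDR = 4.08e-26). All 77 genes had a log2 fold change below 0 in NASH and 75 in NASH-CH. Of these, 5 had an adjusted p under 0.05 in NASH and 51 in NASH-CH. Their score was 5.59 ± 0.25 in control, 5.25 ± 0.10 in NASH and 5.12 ± 0.21 in NASH-CH rats (mean log2 CPM ± SD, n = 6). It fell by 0.33 in NASH (exact permutation p = 0.0281, adjusted p = 0.0606) and by 0.46 in NASH-CH (exact permutation p = 0.0130, adjusted p = 0.0280), in 6 of 6 rats of each model. The leading members were Uqcrh in NASH, with a log2 fold change of -0.46 (adjusted p = 0.0295), and Uqcrq in NASH-CH, with -0.97 (adjusted p = 0.000232). Scaling by library size only, without TMM factors, raised the median log2 fold change of all genes to 0.23 in NASH and 0.27 in NASH-CH, and the oxidative phosphorylation score in NASH then fell by 0.11.

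Genes of the tricarboxylic acid cycle (20 genes) had an NES of -2.14 in NASH (FDR = 0.000308) and -1.69 in NASH-CH (FDR = 0.0219), where the direction reversed with library size only (NES 1.01). Mitochondrial protein import (36 genes) had an NES of -1.98 in NASH (FDR = 0.000525), which reversed with library size only (NES 0.424), and -2.16 in NASH-CH (FDR = 4.85e-05). In the tricarboxylic acid cycle, Dlat led in NASH with a log2 fold change of -0.87 (adjusted p = 0.0171), and Idh2 led in NASH-CH with a higher level, 0.59 (adjusted p = 0.0172). The scores of the tricarboxylic acid cycle fell by 0.23 in NASH (exact permutation p = 0.0108, adjusted p = 0.0337) and by 0.19 in NASH-CH (exact permutation p = 0.0649, adjusted p = 0.0957), where library size only again gave a rise, of 0.073. Those of protein import changed by -0.14 (exact permutation p = 0.0455, adjusted p = 0.0795) and -0.23 (exact permutation p = 0.0238, adjusted p = 0.0444), and with library size only rose by 0.086 and 0.029. Of the 12 fits that each left out 1 rat, the protein import score lost the threshold in 9 for NASH and 0 for NASH-CH. The tricarboxylic acid cycle score lost it in 0 for NASH and 9 for NASH-CH.

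For RNA and protein metabolism, the cytosolic ribosomal proteins (102 genes) had an NES of -3.0 in NASH (FDR = 1.76e-19) and -2.70 in NASH-CH (FDR = 4.54e-14). Their score differences were -0.19 (exact permutation p = 0.0931, adjusted p = 0.130) and -0.24 (exact permutation p = 0.0541, adjusted p = 0.0842), and with library size only they were 0.037 and 0.023. Of the 12 fits that each left out 1 rat, the NASH-CH score lost the threshold in 8 and the NASH score gained it in 2. The proteasome (37 genes) had an NES of -2.82 in NASH (FDR = 6.64e-13) and -2.39 in NASH-CH (FDR = 2.08e-06), with log2 fold changes below 0 for 37 of 37 genes in each model. Its score fell by 0.27 in NASH (exact permutation p = 0.0108, adjusted p = 0.0337) and by 0.25 in NASH-CH (exact permutation p = 0.00866, adjusted p = 0.0202), where library size only gave a difference of 0.010. Translation factors (61 genes) did not pass in either model, with an NES of -1.09 (FDR = 0.394) and -0.874 (FDR = 0.743), and both reversed with library size only (NES 1.23 and 1.20). Amino acid metabolism (60 genes) had an NES of -1.10 in NASH (FDR = 0.394) and -1.35 in NASH-CH (FDR = 0.0930), and the spliceosome (62 genes) -1.14 (FDR = 0.333) and -1.38 (FDR = 0.0816). The score of amino acid metabolism changed by -0.057 in NASH (exact permutation p = 0.463, adjusted p = 0.519, lower in 4 of 6 rats) and by -0.077 in NASH-CH (exact permutation p = 0.582, adjusted p = 0.652, lower in 3 of 6 rats). That of the spliceosome changed by -0.066 in NASH (exact permutation p = 0.0606, adjusted p = 0.0998) and by -0.12 in NASH-CH (exact permutation p = 0.0152, adjusted p = 0.0303), lower in 6 of 6 rats of each model. Both sets reversed with library size only, to an NES of 1.04 and 0.636 for amino acid metabolism and 0.862 and 0.710 for the spliceosome. Their score differences reversed as well, to 0.17 and 0.18 and to 0.16 and 0.14. These score reversals follow a shift common to all genes, whose median log2 fold change rose to 0.23 in NASH and 0.27 in NASH-CH. They show that the direction depends on the scaling and nothing specific to either set. By enrichment, amino acid metabolism lost the threshold in 6, and the spliceosome in 5, of the 18 NASH-CH fits that each left out 1 rat. In the 11 alternatives for NASH-CH, they lost it with the same sign in 8 and in 4. Library size only, counted apart because both reversed, gave an FDR of 0.973 for each. The spliceosome score in NASH lost the threshold in 9 of 12 fits without 1 rat and in 4 of 6 alternatives. For the spliceosome score in NASH-CH these numbers were 0 of 12 and 2 of 6. They leave out library size only, which reversed both scores (exact permutation test, adjusted p = 0.0525 in NASH and 0.173 in NASH-CH).

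Mitotic genes (49 genes) stood for the cell cycle, with an NES of -2.91 in NASH (FDR = 2.16e-14) and -1.63 in NASH-CH (FDR = 0.0180). At an adjusted p under 0.05, 0 of the 49 genes were lower in NASH and 1 in NASH-CH. The score of every NASH rat lay below that of every control rat, a difference of -1.35 (exact permutation p = 0.00216, adjusted p = 0.0121). In NASH-CH the difference was -0.58 (exact permutation p = 0.197, adjusted p = 0.274), with 5 rats below every control rat and NASH-CH rat 5 above all of them. Without that rat, the difference was -0.96. Wnt signalling (33 genes) was higher, with an NES of 0.994 in NASH (FDR = 0.570) and 1.64 in NASH-CH (FDR = 0.0228), where the score rose by 0.27 (exact permutation p = 0.00433, adjusted p = 0.0110) in 6 of 6 rats.

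**Figure D4:**
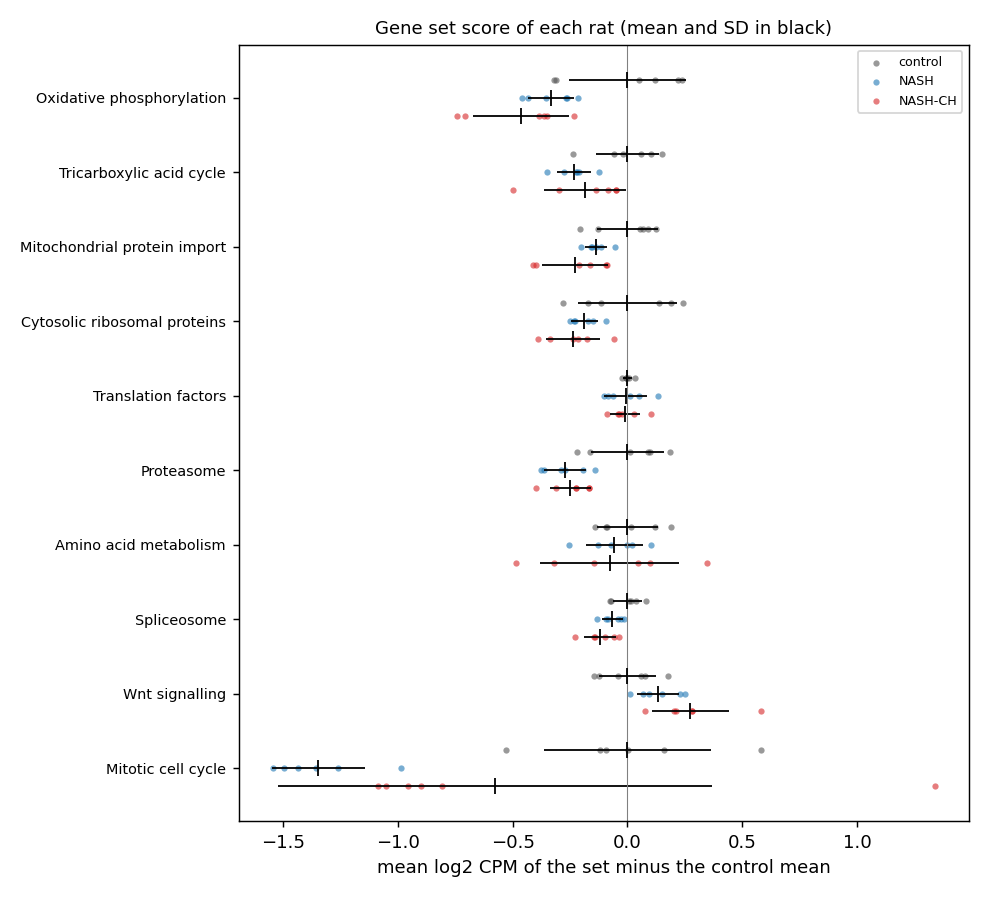
Mean log2 CPM of 10 gene sets in each rat, minus the mean of the control rats. Points are rats, and black marks give the group mean and SD (n = 6 per group). With TMM scaling, all 6 NASH and all 6 NASH-CH rats lie below the control mean for oxidative phosphorylation and the tricarboxylic acid cycle. The same holds for mitochondrial protein import, ribosomal proteins, the proteasome and the spliceosome. With library size only, which shifted all scores upward, the group difference changed sign for the NASH-CH tricarboxylic acid cycle and proteasome scores. It also changed sign for both models in mitochondrial protein import, ribosomal proteins, translation factors, amino acid metabolism and the spliceosome.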

54 gene sets were commonly down-regulated between the two rat models and NASH patients and included: cell cycle regulation, metabolism of RNA, amino acids and proteins, mitochondrial regulation, and the respiratory electron cycle (Figure 6B). When comparing pathways commonly up-regulated between NASH, NASH-CH, and steatotic patients, we observed 24 gene sets significantly altered: cell death signaling pathways, coagulation, notch pathways, and basement membranes (Figure S3A). 

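Coagulation genes (34 genes) had an NES of 1.86 in NASH (FDR = 0.00485) and 1.70 in NASH-CH (FDR = 0.0166). Every rat of both models scored above every control rat (exact permutation p = 0.00216 for each model), with differences of 0.25 (adjusted p = 0.0121) and 0.37 (adjusted p = 0.0101). F5 led in both, with log2 fold changes of 0.66 (adjusted p = 0.0136) and 0.82 (adjusted p = 0.000598). Basement membrane genes (22 genes) had an NES of 1.59 in NASH (FDR = 0.0458) and 2.07 in NASH-CH (FDR = 0.000513). Their score rose by 0.22 in NASH (exact permutation p = 0.00433, adjusted p = 0.0202), with 5 rats above every control rat, and by 0.62 in NASH-CH (exact permutation p = 0.00216, adjusted p = 0.0101), with all 6 above. In NASH-CH the leading member Col15a1 had a log2 fold change of 3.57 (adjusted p = 0.000809), while in NASH Col4a4 led with 0.46 (adjusted p = 0.0595). Col15a1 was near the floor in control rats, at 0.14 ± 0.12 CPM with a minimum of 0, against 1.25 ± 0.51 in NASH-CH rats (mean ± SD, n = 6). The Notch pathway (25 genes) did not pass by enrichment, with an NES of 1.33 in NASH (FDR = 0.175) and 0.985 in NASH-CH (FDR = 0.553). Its score rose by 0.17 in 6 of 6 NASH rats (exact permutation p = 0.0195, adjusted p = 0.0545) and by 0.12 in 4 of 6 NASH-CH rats (exact permutation p = 0.206, adjusted p = 0.274), where the median over genes gave -0.16.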

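Fatty acid oxidation (24 genes) had an NES of 0.707 in NASH (FDR = 0.886) and -1.72 in NASH-CH (FDR = 0.0166), and the NASH value changed sign in 3 of 11 alternatives. The score difference was 0.090 in NASH (exact permutation p = 0.372) and -0.20 in NASH-CH (exact permutation p = 0.264), where it became 0.055 with library size only. NASH-CH rat 5 lay far below the other 5, and without it the NASH-CH difference was -0.069. Eci2 led in both models, with log2 fold changes of -0.47 (adjusted p = 0.0258) and -0.57 (adjusted p = 0.00208). The p53 DNA damage response (26 genes) was not lower by enrichment, with an NES of 1.43 in NASH (FDR = 0.103) and -0.714 in NASH-CH (FDR = 0.901), which reversed with library size only (NES 0.558). Its score rose by 0.30 in NASH, with every rat above every control rat (exact permutation p = 0.00216, adjusted p = 0.0121), and by 0.060 in NASH-CH (exact permutation p = 0.530). Ccng1 led in NASH with a log2 fold change of 1.12 (adjusted p = 0.00731) and Sesn1 in NASH-CH with -1.0 (adjusted p = 0.00215). Telomere maintenance (40 genes) did not pass, with an NES of -0.987 in NASH (FDR = 0.570) and 0.696 in NASH-CH (FDR = 0.931). Its score changed by -0.073 in NASH (exact permutation p = 0.210) and -0.019 in NASH-CH (exact permutation p = 0.732), and with library size only by 0.15 and 0.24.

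**Figure D5:**
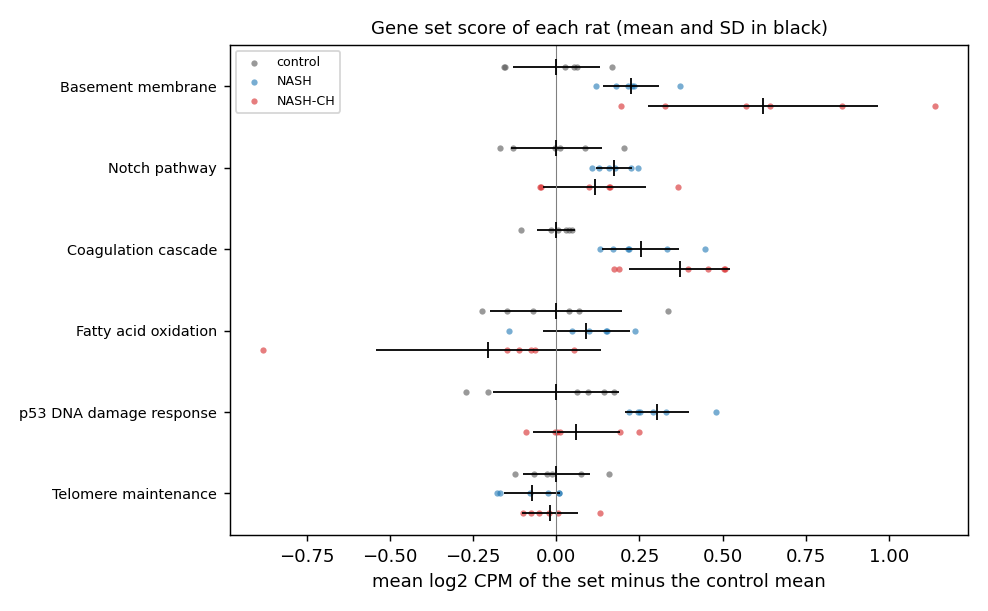
Mean log2 CPM of 6 gene sets in each rat, minus the mean of the control rats. Points are rats, and black marks give the group mean and SD (n = 6 per group); all 6 rats of both models lie above every control rat for the coagulation cascade.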

66 gene sets were down-regulated among NASH, NASH-CH, and human steatosis including: several metabolism pathways, the cell cycle, p53 DNA damage response, and telomere maintenance (Figure S3B). Interestingly, the NASH-CH BarNa model shared more pathways with human NASH than with human steatosis, and on the contrary, the NASH BarNa model seemed to be more coincident with the dysregulated pathways in patients with steatosis.

## 4. Discussion

Nowadays, finding a reliable animal model of NASH to better understand the pathophysiology of the disease, to identify novel biomarkers and to find new targets for therapy, is still a scientific challenge. An ideal NASH animal model should mimic the full spectrum of the human disease [4]. In this regard, in the present study, we develop and characterize a new male-rat model of NASH that exhibits the major clinical characteristics of the human pathology: metabolic syndrome, hepatic steatosis, lipotoxicity, hepatic cell death, hepatic inflammation, hepatic fibrosis, and portal hypertension. Importantly, the protocol herein described is easy, affordable, and achievable in a relatively short period of time.

One important characteristic of the human disease, and absent in the most advanced NASH animal models, is the presence of obesity and metabolic syndrome [5]. Animals under the BarNa protocol presented evidence of obesity, as suggested by the body and liver weight gain and the increments in white adipose tissues. Cholesterol and LDL-cholesterol were only elevated in the most advanced model, NASH-CH, probably because these rats were fed for a longer period with the HFCD than the NASH group, which indeed agrees with the concept of Wistar rats’ resistance to developing steatohepatitis, even after long periods of time fed with a fatty diet [6]. Interestingly, BarNa rats showed insulin resistance and a moderate increase in arterial pressure, two important features associated with metabolic syndrome [31].

CCl_4_ is well-known for being a fibrogenic molecule, especially when given in combination with phenobarbital [32], which is the reason why it has been commonly used for developing animal models of liver fibrosis and cirrhosis. In our model, both groups of animals following the BarNa protocol presented significant liver fibrosis: F2–3 stage in the NASH rats and F3–4 in the NASH-CH rats. This F2–4 profile observed in our BarNa model is also present in the patients with worst prognosis [9,33], making the BarNa model attractive for studying NASH pathophysiology and anti-fibrotic therapies in advanced stages of the disease.

BarNa rats showed elevated levels of markers related with oxidative stress, cell death, and inflammation, which goes along with the natural history of NASH disease [3]. However, transaminases levels were not significantly altered in our model. Considering that AST/ALT are parameters that present high variability intra-group [13,19], we hypothesized that our sample size might not be enough to observe differences.

Activated HSCs are well known to be the cells driving fibrosis development in chronic liver disease, including NASH [34]. The NASH-CH animals present clear evidence of HSC activation and proliferation, and therefore explain the fibrotic content observed in this model. Contrarily, and although NASH animals also presented a significant increment in intrahepatic fibrosis, HSC activation markers appear to be unaltered in comparison to control animals. This discrepancy may be explained by a possible spontaneous amelioration in the HSC phenotype once CCl_4_ was discontinued and animals only received dietary intervention. Therefore, the 10-week BarNa model should be considered as a moderately advanced NASH model and could be more appropriate for studying early stages of NASH disease, while the NASH-CH BarNa model could be used for evaluating advanced fibrosis and compensated cirrhotic stages of NASH human disease.

Liver diseases, in particular those leading to fibrosis and cirrhosis, are associated with impaired vitamin A homeostasis, which may lead to vitamin A deficiency [35]. Moreover, loss of vitamin A has also been defined as a characteristic of activated HSC [36]. In NAFLD, it is not clear whether there exists a deficiency in vitamin A and/or a disturbance in its metabolism [37]. Some reports analyzing retinoid metabolism-related genes, like CRBP1, have observed an hyperdynamic state of retinoids pathway in livers from NAFLD patients [38], while others studies suggest a protective role of vitamin A in NAFLD progression [39]. Also, there is controversy regarding the contribution of stored retinoids to HSC activation [34]. In our NASH model, rats presented an inclination to higher stored levels of vitamin A. Further studies are required to fully understand the role of vitamin A in NAFLD pathophysiology.

Previous studies have demonstrated that endothelial dysfunction occurs during simple steatosis development [40] and therefore precedes the development of fibrosis and inflammation [16]. In our BarNa models, we have observed evidence of liver endothelial injury, as suggested by the expression of capillarization markers and the depletion of the vasodilatory capacity, features also recognized in the human disease [41].

Another key feature of the BarNa model, which most probably derives from the above-described pathologic events, is the presence of significant portal hypertension. This observation is relevant, since portal hypertension has been detected in almost 30% of the patients with NASH and importantly, correlates with the hepatic fibrosis stage [10,42,43]. It is well recognized that pre-clinical models of chronic liver disease do not fully mimic the broad spectrum of the human disease, and the BarNa model has limitations when compared to human NASH. Nevertheless, the presence of hepatic fibrosis and portal hypertension, together with the other important features of NASH described above, is a major strength of this pre-clinical model, since most of the currently available NASH models do not include these clinically-relevant characteristics.

In this regard, transcriptomic analysis of liver tissues using next generation sequencing reinforces the similarity of the BarNa model with the human disease. Pathway enrichment analysis illustrated that BarNa animals shared a relevant number of central pathways involved in NASH pathophysiology, including classical features of the disease (metabolism-related, inflammatory, and diabetes pathways) and characteristics of cirrhotic livers (extracellular matrix and cancer-related pathways). Although this pre-clinical model has dissimilarities at the transcriptomic level when compared to the human disease, NASH animals have more common pathways with NAFLD patients than with NASH cirrhotic patients, and on the other hand, the NASH-CH model shared more pathways with NASH patients than with NAFLD, supporting the different applicability of the two BarNa models mentioned before.

In summary, the present study defines a pre-clinical model of moderate and advanced NASH that mimics the broad spectrum of the human disease and shares a significant part of its gene signature. We herein propose the BarNa model as a reliable tool for studying the pathophysiology of NASH and for the development of new therapies.

## Figures and Tables

**Figure 1:**
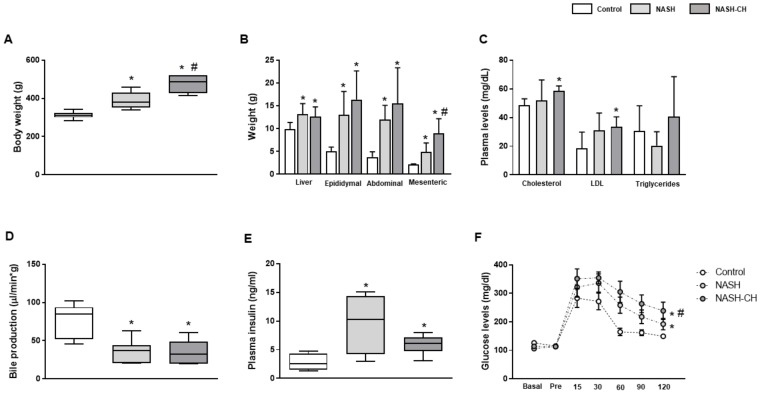
Metabolic profile of control and NASH rats. (**A**) Body weight, (**B**) liver weight, epididymal, abdominal, and mesenteric white adipose tissue weights, (**C**) plasma cholesterol, LDL, and triglycerides, (**D**) bile production, (**E**) plasma insulin levels, and (**F**) glucose tolerance tests were measured in control, NASH, and NASH-CH rats. Results represent mean ± SEM, * *p* < 0.05 vs. control group, # *p* < 0.05 vs. NASH group (*n* = 6 rats per group).

**Figure 2:**
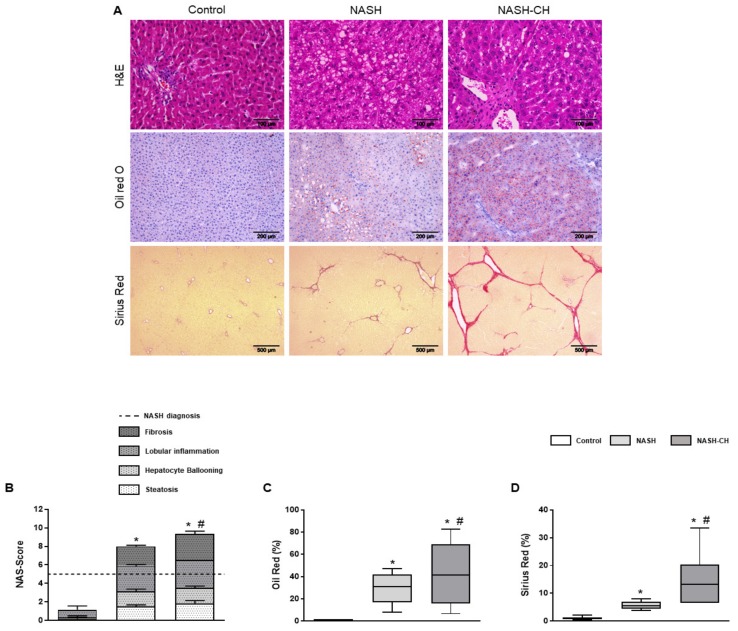
Liver histology of control and NASH rats. (**A**) Histopathological images from control, NASH, and NASH-CH livers. Hematoxylin and eosin (H&E) staining (top row; scale bar = 100 μm), oil red O staining (second row; scale bar = 200 μm) and Sirius red staining (bottom row; scale bar = 500 μm). (**B**) NAS-Score quantification. (**C**) Oil red O quantification. (**D**) Sirius red quantification. Results represent mean ± SEM, * *p* < 0.05 vs. control group, # *p* < 0.05 vs. NASH group (*n* = 6 rats per group).

**Figure 3:**
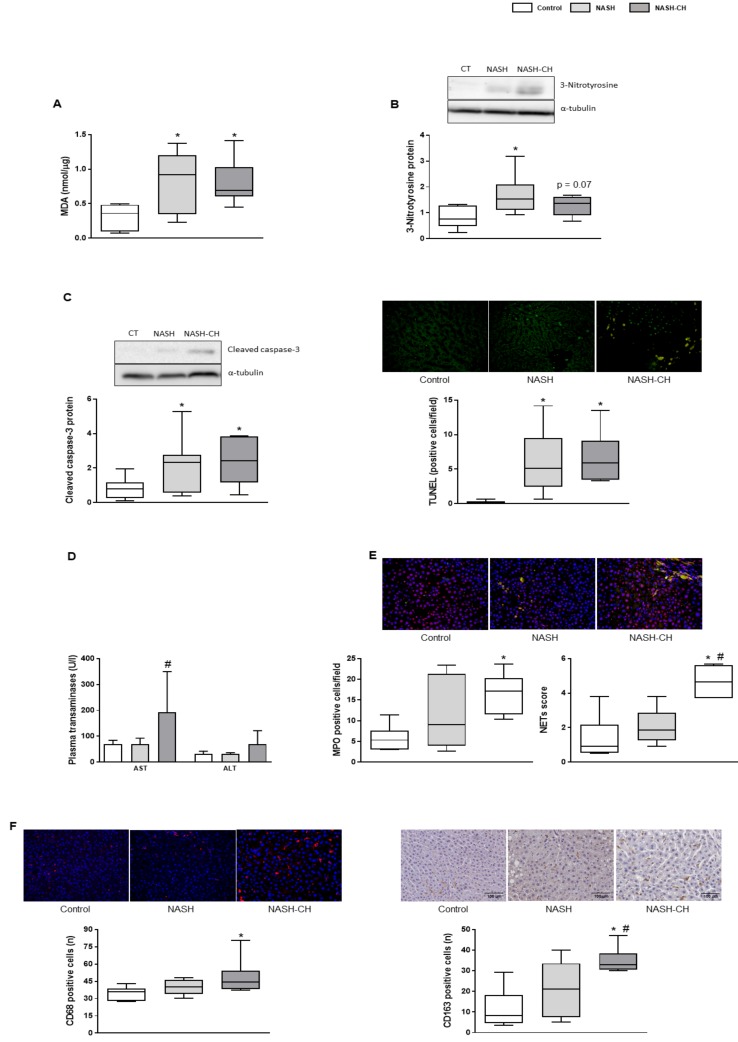
Oxidative stress, cell death, and inflammatory markers in control and NASH animals. (**A**) MDA levels in liver tissue. (**B**) Representative western blot of 3-nitrotyrosine proteins normalized to α-tubulin and quantification. (**C**) *Left*, representative western blot of cleaved caspase-3 protein normalized to α-tubulin and quantification. *Right*, representative images of TUNEL staining in liver tissue and quantification. (**D**) Plasma transaminases (AST and ALT). (**E**) Representative images of neutrophil immunofluorescence in liver tissue (MPO in green, histone 2B in red, nuclei in blue). *Left,* neutrophil infiltration measured as MPO positive cells. *Right,* analysis of hepatic neutrophil extracellular traps (NETs) determined as co-localization of MPO and histone 2B. (**F**) *Left*, representative images of CD68 immunofluorescence in liver tissue and quantification. *Right*, representative images of CD163 immunohistochemistry in liver tissue and its quantification. Results represent mean ± SEM, * *p* < 0.05 vs. control group, # *p* < 0.05 vs. NASH group (*n* = 6 rats per group). All images scale bar = 100 μm.

**Figure 4:**
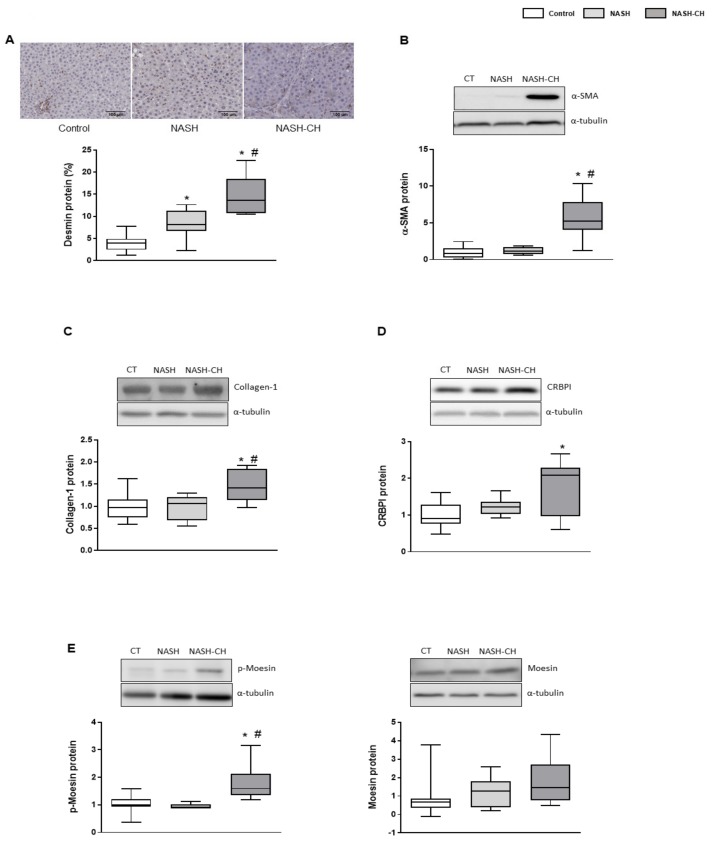
HSC phenotype in control and NASH rats. (**A**) Representative images of desmin immunohistochemistry in liver tissue and its quantification. (**B**) α-SMA protein expression in total liver tissue, normalized to α-tubulin, and corresponding quantification. (**C**) Collagen-1α1 protein expression in total liver tissue, normalized to α-tubulin. (**D**) CRBP1 protein expression in total liver tissue, normalized to α-tubulin. (**E**) p-moesin and moesin protein expression in total liver tissue, normalized to α-tubulin. Results represent mean ± SEM, * *p* < 0.05 vs. control group, # *p* < 0.05 vs. NASH group (*n* = 6 rats per group). All images scale bar = 100 μm.

**Figure 5:**
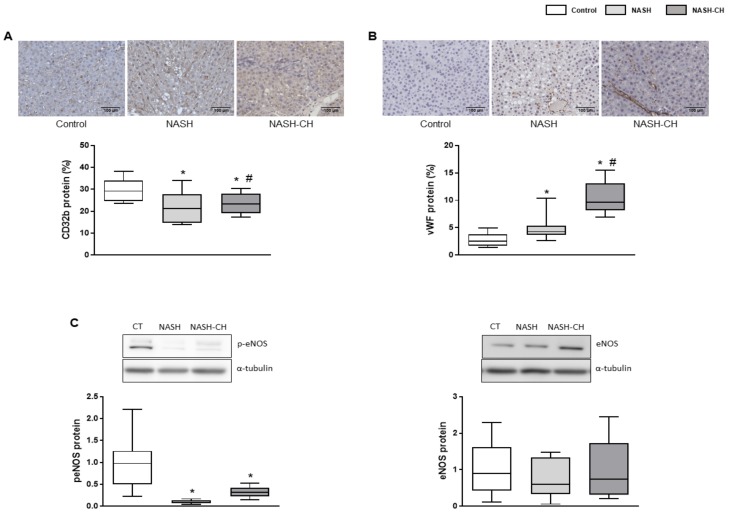
LSEC phenotype in control and NASH rats. (**A**) Representative images of CD32b immunohistochemistry in liver tissue and its quantification. (**B**) Representative images of vWF immunohistochemistry in liver tissue and its quantification. (**C**) p-eNOS and eNOS protein expression in total liver tissue, normalized to α-tubulin. Results represent mean ± SEM, * *p* < 0.05 vs. control group, # *p* < 0.05 vs. NASH group (*n* = 6 rats per group). All images scale bar = 100 μm.

**Figure 6:**
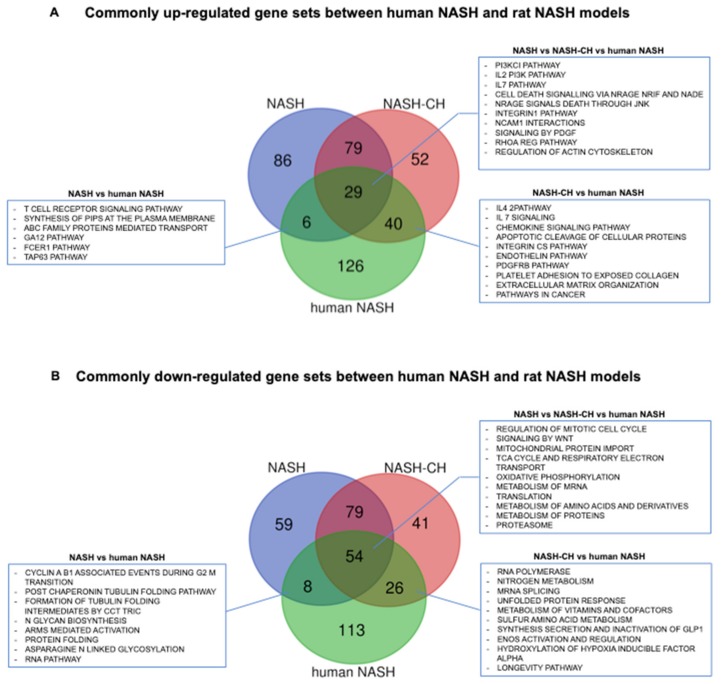
De-regulation of signaling pathways relevant for human NASH in livers from BarNa animals. (**A**) Commonly up-regulated gene sets between human NASH and BarNa rats. (**B**) Commonly down-regulated gene sets between human NASH and BarNa rats. Results represent de-regulated pathways with FDR < 0.1 in a Venn diagram. *n* = 6 animals per group; *n* = 12 control human livers, and *n* = 17 human NASH livers. Clinical characteristics of donors are described in Table S2.

**Table 1:** Hemodynamic characteristics in control and NASH rats.

	Control	NASH	*p*-Value vs. Control	NASH-CH	*p*-Value vs. Control
**PP (mmHg)**	8.77 ± 0.48	12.14 ± 0.85	**<0.01**	13.26 ± 0.82	**<0.001**
**HVR (mmHg × min/mL × g)**	5.14 ± 0.79	13.14 ± 2.77	**<0.05**	12.77 ± 2.38	**<0.05**
**PBF (mL/min × g)**	1.9 ± 0.25	1.24 ± 0.25	>0.2	1.19 ± 0.22	>0.2
**MAP (mmHg)**	110→6	110→7	>0.2	112 ± 10	>0.2
**HR (BPM)**	382 ± 16	365 ± 17	>0.2	347 ± 19	>0.2

Data expressed as mean ± SEM. (*n* = 6 rats per group). PP: portal pressure; HVR: hepatic vascular resistance; PBF: portal blood flow; MAP: mean arterial pressure; HR: heart rate.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/8/9/1062/s1, Figure S1: Metabolic profile of control and NASH rats, Figure S2: Global transcriptome profiling of the BarNa liver tissue, Figure S3: De-regulation of signaling pathways relevant for human steatosis in livers from BarNa animals, Table S1: Clinical characteristics of control patients, patients with steatosis, and patients with NASH included in the gene expression and gene enrichment analysis. RNAseq data obtained from the GSE48452, Table S2: Top 10 commonly up-regulated gene sets between human NASH and BarNa rats, Table S3: Top 10 commonly down-regulated gene sets between human NASH and BarNa rats.

How the deposited data were processed for this re-analysis (not part of the article)

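Global transcriptome profiling of rat liver covered 6 control, 6 NASH and 6 NASH-CH rats, with 1 library per rat. The authors trimmed adapters, aligned the reads to Rnor_6.0 with the STAR 2-pass algorithm and quantified genes with RSEM and Ensembl release 95, and deposited 1 table of RSEM expected counts per rat, not normalized for library size or gene length; the paper's text does not name the versions of these tools. Each table held the same 32623 genes, named by Ensembl identifier and symbol, and gene names were taken from there. Some expected counts were not whole numbers, and they were rounded, as in the methods. Samples were grouped by the group named in their labels and by the paper's description of the protocols.

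Rounded counts were normalized by the TMM method of edgeR 4.0.16 and tested with limma 3.58.1 (voom and moderated t-statistics) in R 4.3.3, with 1 fit of all 18 rats and a mean per group. Genes were kept by edgeR's filterByExpr, since the paper's text does not name a filter on low counts, which left 12904 genes. Each of the 3 comparisons between groups was adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Genes named in the text were chosen by a rule written before the data were examined. For NASH and for NASH-CH against control, these are the 5 genes with the largest increase and the 5 with the largest decrease in log2 fold change among genes with an adjusted p under 0.05, at least 10 CPM on average in the higher group, a symbol that is not a placeholder, and every rat of the group beyond every control rat. The genes encoding the proteins of Figures 3 to 5 and the member of a gene set with the largest absolute moderated t were also named. Results for some of these genes and for 1 gene set are not reported here, and no other gene was named in their place.

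Preranked enrichment used fgsea 1.28.0 on the moderated t with a fixed seed of 1, for sets of 5 to 500 genes at a threshold of FDR 0.1. The 28 sets were defined by gene symbol. The ribosomal set includes ribosomal protein S6 kinases and the integrin set includes integrin-binding proteins, and the sets of male-predominant and of sinusoidal endothelial genes each mix genes that would move in opposite directions. For each rat a set was scored as the mean log2 CPM of its tested genes with a prior count of 2. Two-group differences of scores were tested by two-sided exact permutation, whose smallest p is 0.00216, and adjusted over the sets of a comparison.

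Pairing of rats was considered because the sample titles give the rats of each group the numbers 1 to 6. The labels do not say that rats with the same number were handled together. The fit without a block was kept, as in the methods, and a fit with the replicate number as a block was made beside it. For scores, the block was an exact sign-flip test over 64 sign changes. The limma-voom, edgeR and DESeq2 tests, preranked enrichment, camera and the exact permutation test of scores were tried on simulated data. These data were drawn from the means and totals of the real libraries. No simulated result is given for the sign-flip test or the replicate block. With 200 of 12904 genes changed by 1.5 on the log2 scale, limma-voom recovered 175 (87.5%) with 10 false calls, edgeR's quasi-likelihood test 174 with 9 and DESeq2's Wald test 181 with 17, and 0 genes were called by any of them in the comparison without changed genes. A shift of -0.5 in the 37 proteasome genes gave an NES of -3.46 for that set and 0 calls for the others. Each gene was drawn independently, so the simulated data hold no correlation between genes. The 0 calls therefore cannot show how often preranked enrichment calls unchanged sets in the real data.

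The alternatives set before the data were examined were edgeR's quasi-likelihood test, DESeq2 1.42.0 with its own size factors, DESeq2's size factors or library size only in limma-voom, no filter on low counts or at least 10 counts in every sample, the 2 groups fitted alone, sample quality weights, the replicate block, leaving out each rat in turn, an FDR of 0.01, a log2 fold change of at least 1, camera with an inter-gene correlation of 0.01, ranking by log2 fold change, and the median or the mean z-score of a set's genes. Alternatives without small non-coding RNA genes, without mitochondrial genes, with thinned NASH-CH counts, with 26 edited sets and with protein-coding genes only were added after the data had been seen. The last used a RefSeq gene table of the GRCr8 assembly, another build than that of the counts, to which 19733 of the genes were matched by symbol or synonym; it gave 11735 tested genes, and no coordinates were taken from it.

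The total of expected counts per rat ran from 19498534 to 60117822. Totals give counting error only, and the number of rats per group limits the precision of each comparison. No rats were left out, and no pair of rats of a group differed as little as counting error alone would give (smallest chi-square per degree of freedom 45.0 in control, 30.3 in NASH and 76.2 in NASH-CH rats). Tissue measurements and human liver data are not analysed here, and MSigDB sets and orthologues were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.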

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

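The tests of pancreatic genes and of the 10 differences between NASH-CH and NASH rats were chosen after the results were seen. A rat is named here when its gap to the nearest rat of its group, as a share of the range of the 6 rats, exceeded Dixon's 95% critical value. This held in 14 of 180 groups of rats, against 9 expected by chance at 1 in 20. It held in 1 of 18 groups for library measures, 6 of 84 for set scores and 7 of 78 for genes, so a part of these rats is what chance gives. NASH-CH rat 5 accounted for 4 of the 14.

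In NASH-CH rat 5, listed pancreatic genes summed to 184.24 CPM of the library total without TMM factors, against 14.8 to 25.5 in the other NASH-CH rats. Of 24 listed genes, 23 had a count in any rat and 21 were highest in this rat. Pancreatic RNA in the sample is a candidate explanation, but the list was made after the signal was seen, so this test cannot tell it apart from others. No biological explanation was tested.

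NASH-CH rat 5 also had the highest integrin score of its group, 2.83 log2 CPM against 2.04 to 2.30, and the highest mitotic score, 1.89 against -0.54 to -0.26. It had the lowest fatty acid oxidation score, 6.26 against 6.99 to 7.19. Its total of 60117822 counts and its TMM factor of 1.28 were the highest of the 18 rats. Without this rat, the difference of the Mitotic cell cycle score between NASH-CH and control rats was -0.96, against -0.58 with it. Neither a mixed sample nor a biological difference between NASH-CH rats was tested for these values.

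Among set scores of other rats, control rat 3 had a phenobarbital-inducible score of 6.21 against 6.57 to 6.77 in the other controls. NASH rat 4 had a macrophage score of 3.43 against 2.97 to 3.09 in the other NASH rats, and its log2 CPM of Marco, a member of that set, was 3.27 against 1.28 to 1.85. NASH rat 6 had a sinusoidal endothelial score of 3.75 against 3.91 to 3.99. Among genes, the log2 CPM of Cyp2b2 was 2.73 in control rat 3 against 4.59 to 5.56, and that of Cd68 was 4.15 in control rat 5 against 3.28 to 3.55. In NASH rat 1, Aacs was at 1.14 against -0.085 to 0.23. In NASH rat 3, Cdh17 was at 6.60 against 5.21 to 5.73. Rn7sl1 was at 16.58 in NASH rat 4 against 15.55 to 15.81, and at 14.69 in NASH-CH rat 4 against 9.90 to 11.26. Reads of Rn7sl1 can be shared with other copies of the SRP RNA, which was not tested. No other explanation, technical or biological, was tested for these values.

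The scores of 10 sets differed between NASH-CH and NASH rats at an FDR of 0.1. The number of NASH-CH rats on the side of the difference from the NASH mean is given with each. Scores were higher in NASH-CH by 0.27 (exact permutation p = 0.00216, adjusted p = 0.0303, 6 of 6 rats) for IL-7 signalling, 0.33 (exact permutation p = 0.00649, adjusted p = 0.0303, 6 of 6 rats) for PDGF, 0.36 (exact permutation p = 0.00216, adjusted p = 0.0303, 6 of 6 rats) for integrins and 0.40 (exact permutation p = 0.0216, adjusted p = 0.0667, 5 of 6 rats) for basement membrane. They were also higher by 0.77 (exact permutation p = 0.00649, adjusted p = 0.0303, 6 of 6 rats) for mitotic genes, 0.61 (exact permutation p = 0.00649, adjusted p = 0.0303, 6 of 6 rats) for fibrillar collagen and 0.37 (exact permutation p = 0.0130, adjusted p = 0.0519, 6 of 6 rats) for macrophage genes. The difference was -0.29 (exact permutation p = 0.0238, adjusted p = 0.0667, 6 of 6 rats) for fatty acid oxidation, -0.24 (exact permutation p = 0.00649, adjusted p = 0.0303, 6 of 6 rats) for the p53 response and -0.47 (exact permutation p = 0.0238, adjusted p = 0.0667, 5 of 6 rats) for male-predominant genes, a set that mixes genes expected to move in opposite directions. NASH-CH rat 5 enlarges the differences for integrins, mitotic genes and fatty acid oxidation, where it lay far from its group (values above). It also had the lowest male-predominant score of the NASH-CH rats, 6.30 against 7.26 to 7.84. The models differ in duration and in the timing of CCl4 and diet, a biological explanation the design gives. The NASH-CH libraries also differ from all others in depth and in their small RNA share, and 0 control or NASH rats had a total in the range of the NASH-CH rats. These differences therefore cannot be told apart from a difference between library batches.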

How the results depend on the processing

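The alternatives were set before the data were examined, except 6 that were chosen after the data had been seen and are named as such below. The numbers of genes with an adjusted p under 0.05 depended strongly on the processing in NASH and less in NASH-CH. Where a result changed, the cause was not tested unless a value for it is given.

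With edgeR's quasi-likelihood test in place of limma-voom, 652 genes passed in NASH (325 higher and 327 lower) and 424 in both models in the same direction. With DESeq2's Wald test, 1228 passed in NASH (570 higher, 658 lower), 743 in both models, and 949 between NASH-CH and NASH, 496 of them higher. Sample quality weights gave 1509 genes in NASH (713 higher, 796 lower), 850 in both and 357 higher in NASH-CH than in NASH. When the 2 groups compared were fitted alone, 662 genes passed in NASH (357 higher, 305 lower), 1419 in NASH-CH (663 higher) and 351 between the models (100 higher in NASH-CH). With library size only, which moved the median log2 fold change of all genes to 0.23 in NASH and 0.27 in NASH-CH, 865 genes passed in NASH (785 higher, 80 lower), 640 in both, and in NASH-CH 2781 were higher and 489 lower; 119 were higher in NASH-CH than in NASH. DESeq2's size factors in place of TMM gave 401, 2205 and 538 genes in the 3 comparisons.

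Without the filter on low counts (20887 genes), 268 genes passed in NASH (129 lower), 5495 in NASH-CH (3966 lower) and 2649 between the models (522 higher and 2127 lower in NASH-CH), and the median log2 fold change of all genes in NASH-CH was -0.11. With at least 10 counts in every sample, 201 genes were lower in NASH-CH than in NASH, and genes below that minimum had no value. At an FDR of 0.01, 39 genes passed in NASH (24 higher, 15 lower), 849 in NASH-CH (374 and 475), 239 between the models (57 and 182) and 31 in both. With a log2 fold change of at least 1 required, these numbers were 117 in NASH (63 and 54), 685 in NASH-CH (353 and 332), 320 between the models (112 higher in NASH-CH) and 68 in both. With the replicate block, 444, 2095 and 540 genes passed.

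The alternatives chosen after the data had been seen moved the comparison between the models. Without small non-coding RNA genes, 269 genes passed (132 higher, 137 lower in NASH-CH); without mitochondrial genes as well, 246 (114 and 132); with protein-coding genes of the RefSeq table only, 164 (83 and 81). With NASH-CH counts thinned to the median control total, 480 genes passed in NASH and 2210 in NASH-CH. With the replicate block as well, the numbers were 432 and 1966. The NASH-CH number thus stayed within 1.5 times its value at that depth. Control and NASH counts were not thinned, so depth was not made equal between rats. None of the 26 edited gene sets changed its direction, but only the ribosomal and integrin sets differ in their genes.

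Across the 18 fits that each left out 1 rat, the number of genes in NASH ran from 132 to 993 (higher, 68 to 452; lower, 60 to 541), in NASH-CH from 1514 to 2397 (higher, 704 to 1154), between the models from 340 to 587 (higher in NASH-CH, 109 to 283), and in both models from 95 to 655. The lowest number in NASH came without control rat 3 and the highest without control rat 6. The number of sets higher in NASH ran from 5 to 10.

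Ranking by log2 fold change left 2 sets higher in NASH, library size only 6 and no filter 5 sets lower in NASH-CH. By the score of each rat, the median over genes left 10 sets in NASH-CH, and the replicate block left 0 in NASH, with 6 at an unadjusted p under 0.05. The NES of these sets changed sign. With library size only they were mitochondrial protein import 0.424, translation factors 1.23, amino acid metabolism 1.04, spliceosome 0.862 and telomere maintenance 0.839 in NASH, and tricarboxylic acid cycle 1.01, translation factors 1.20, amino acid metabolism 0.636, spliceosome 0.710, p53 response 0.558, macrophage genes 1.30 and sinusoidal endothelial genes 0.565 in NASH-CH. With ranking by log2 fold change they were integrins -0.755 and male-predominant genes -1.24 in NASH, and translation factors 0.472, p53 response 0.762, telomere maintenance -0.507, macrophage genes 1.38 and sinusoidal endothelial genes 0.735 in NASH-CH, and without the filter translation factors 0.675, p53 response 0.651, macrophage genes 1.32 and sinusoidal endothelial genes 0.729 in NASH-CH. DESeq2's test reversed actin cytoskeleton regulation -0.914 and fatty acid oxidation -0.687 in NASH, and edgeR's actin cytoskeleton regulation -0.834 and fatty acid oxidation -0.670 in NASH. With the 2 groups fitted alone, the reversed sets were fatty acid oxidation -0.725 and male-predominant genes -1.09 in NASH, and with sample quality weights telomere maintenance -0.755 and macrophage genes 1.17 in NASH-CH. The replicate block gave macrophage genes 1.20 in NASH-CH, with thinned counts macrophage genes 1.19 in NASH-CH, and leaving out small RNA genes telomere maintenance -0.604 in NASH-CH. Camera, whose value is a difference of mean moderated t, gave male-predominant genes -0.208 in NASH, and telomere maintenance -0.102 in NASH-CH.

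With library size only, sign changes of score differences follow a shift common to all genes (median log2 fold change 0.23 in NASH and 0.27 in NASH-CH). They show that the direction depends on the scaling and nothing specific to a set. The differences in score changed sign as follows. With library size only they were mitochondrial protein import 0.086, ribosomal proteins 0.037, translation factors 0.22, amino acid metabolism 0.17, spliceosome 0.16, telomere maintenance 0.15, male-predominant genes 0.052 and macrophage genes 0.0063 in NASH, and tricarboxylic acid cycle 0.073, mitochondrial protein import 0.029, ribosomal proteins 0.023, translation factors 0.25, proteasome 0.010, amino acid metabolism 0.18, spliceosome 0.14, fatty acid oxidation 0.055, telomere maintenance 0.24 and sinusoidal endothelial genes 0.23 in NASH-CH. The median over genes gave IL-7 signalling -0.015 and translation factors 0.00028 in NASH, and Notch pathway -0.16, telomere maintenance 0.034, macrophage genes -0.19 and sinusoidal endothelial genes 0.093 in NASH-CH, and the mean of gene z-scores macrophage genes -0.28 in NASH-CH. Among single genes, library size only reversed the log2 fold changes of Acta2 0.18, Msn 0.11, Fcgr2b 0.15 and Cd163 0.068 in NASH, and Fcgr2b 0.0095 in NASH-CH, none of which passed an adjusted p of 0.05.

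Leaving out 1 rat at a time reversed only small effects. The NES of actin cytoskeleton regulation in NASH from -0.991 to 1.13, fatty acid oxidation in NASH from -0.801 to 1.23, p53 response in NASH-CH from -0.997 to 0.622, telomere maintenance in NASH-CH from -0.953 to 0.871, integrins in NASH from -0.863 to 0.992, fibrillar collagen in NASH from -0.751 to 1.14, macrophage genes in NASH-CH from -1.28 to 1.22 and sinusoidal endothelial genes in NASH-CH from -1.26 to 0.735 crossed 0. So did the score differences of telomere maintenance in NASH-CH from -0.049 to 0.013, integrins in NASH from -0.012 to 0.062, sinusoidal endothelial genes in NASH-CH from -0.10 to 0.061, fibrillar collagen in NASH from -0.0039 to 0.064, translation factors in NASH from -0.037 to 0.011, amino acid metabolism in NASH-CH from -0.16 to 0.0052 and translation factors in NASH-CH from -0.032 to 0.0059, and the log2 fold changes of Col1a1 in NASH from -0.10 to 0.12 and Acta2 in NASH from -0.18 to 0.16.

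Across the alternatives other than leaving out 1 rat, the named and marker genes changed in these numbers of results: 31 lost and 31 gained significance, and 1160 kept it or remained without it. For the gene sets these numbers were 40, 10 and 862, and for the scores 44, 13 and 306. A further 5 results for genes, 36 for sets and 25 for scores changed sign and are not in these numbers. Leaving out 1 rat removed significance from 136 results for genes, 32 for sets and 48 for scores. With 6 rats per group, the exact tests of scores cannot give p values below 0.00216. The totals ran from 19498534 to 60117822 expected counts per rat, and which single genes the depth limits was not tested.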

Differences from the paper's values

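The number of genes with an adjusted p under 0.05 between NASH-CH and control rats was 2192, against the paper's 1201. Of the 11 alternatives set before the data were examined other than leaving out a rat, 2 gave a number within 1.5 times the paper's: 1419 genes with NASH-CH and control rats fitted alone, and 849 at an FDR of 0.01. The other 9 did not: edgeR's quasi-likelihood test gave 2449, DESeq2's Wald test 2841, DESeq2's size factors 2205, library size only 3270, no filter on low counts 5495, at least 10 counts in every sample 1920, sample quality weights 2410, the replicate block 2095, and a log2 fold change of at least 1 gave 685. Of the 18 fits that each left out 1 rat, 5 gave a number within 1.5 times the paper's: 1606 without control rat 1, 1568 without control rat 3, 1564 without control rat 4, 1514 without control rat 5 and 1724 without NASH-CH rat 6. With protein-coding genes only, an alternative chosen after seeing the values, 1762 genes passed. For NASH the number was 403 against the paper's 386.

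Some directions the paper states differ from the values for gene sets defined by symbol, which are not the MSigDB sets of the paper. The paper lists Wnt pathways among those lower in both models (Fig. 6B), and the Wnt set was higher in NASH-CH (NES 1.64, FDR 0.0228). The paper lists several metabolism pathways, the p53 response and telomere maintenance as lower. The p53 set had an NES of 1.43 in NASH (FDR 0.103), with a higher score by 0.30 (exact permutation p = 0.00216, adjusted p = 0.0121, 6 of 6 rats), and an NES of -0.714 in NASH-CH (FDR 0.901). The fatty acid oxidation set had an NES of 0.707 in NASH (FDR 0.886) and -1.72 in NASH-CH (FDR 0.0166), and the telomere set one of -0.987 in NASH (FDR 0.570) and 0.696 in NASH-CH (FDR 0.931). Other sets had the direction the paper states and did not pass by enrichment. The Notch pathway, which the paper lists as higher, had an NES of 1.33 in NASH (FDR 0.175) and 0.985 in NASH-CH (FDR 0.553), while its score passed in NASH, higher by 0.17 (exact permutation p = 0.0195, adjusted p = 0.0545, 6 of 6 rats). Amino acid metabolism, listed as lower in both models, had an NES of -1.10 in NASH (FDR 0.394), and translation factors had one of -1.09 in NASH (FDR 0.394) and -0.874 in NASH-CH (FDR 0.743). Integrins and actin cytoskeleton regulation, listed as higher in both models in Fig. 6A, had an NES of 0.739 (FDR 0.886) and 0.897 (FDR 0.687) in NASH.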

Other observations

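The tests of other splits for shared genes and for gene sets, of control rat 6 and NASH rat 6, of small non-coding RNA genes, of depth and of Cyp2b2 in NASH rat 2, and the rule for the mitotic set in NASH-CH, were chosen after the results were seen.

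Each comparison of 6 rats with 6 was repeated under 100 regroupings of the same rats. Of these, 32 part all 6 pairs of rats with the same number, the real one included, and the real one was compared with these; the other 68 keep some same-numbered rats together. Of the 32 splits, 2 gave as many genes with an adjusted p under 0.05 as NASH against control, 1 as many as NASH-CH against control and 1 as many as NASH-CH against NASH. As many genes shared by both models came from 2 of the 32 regroupings of NASH and control rats and 1 of the 32 of NASH-CH and control rats, the real one included in each. Regroupings of NASH-CH with NASH rats keep treated rats against the same controls and do not test the shared genes. As many gene sets past the threshold came from 8 of the 32 in NASH and from 2 of the 32 in NASH-CH. The number of genes in NASH and that of shared genes were thus reached by 1 other split of NASH and control rats, which exchanges control rat 6 and NASH rat 6, and the numbers of gene sets by other splits too. Apart from the real one, 0 genes passed in 30 of 31 splits for NASH, 26 of 31 for NASH-CH and 29 of 31 for NASH-CH against NASH, with medians of 454, 697 and 766 genes at an unadjusted p under 0.05. The largest numbers were 526, 34 and 24 genes. Among the other 68, 0 genes passed in 66, 63 and 68 splits, with medians of 393, 582 and 649 genes at an unadjusted p under 0.05. The largest number among these was 447 genes for NASH-CH against control, in a split that exchanges 1 rat of each group. For NASH against control, no such split reached the 403 genes of the real groups.

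The split with 526 genes exchanges control rat 6 and NASH rat 6. On an axis from the mean of the other control rats (0) to that of the other NASH rats (1), control rat 6 lay at 0.604 and NASH rat 6 at 0.678, and control rat 6 was the only 1 of the 12 rats on the side of the other group. A mislabelled sample could explain this position of control rat 6, but NASH rat 6 lay on the side of its own group, so an exchange cannot be told apart from variation between rats. A mixed sample was not tested. For DE genes NASH vs control, the number was 993 without control rat 6. No biological explanation was tested.

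Small non-coding RNA genes were lower in NASH-CH than in control rats. Of 186 tested, 182 had a log2 fold change below 0, and 164 were lower and 0 higher at an adjusted p under 0.05 by limma's moderated test, against 170 and 0 at an unadjusted p under 0.05. Their median log2 fold change was -2.23 in NASH-CH and -0.15 in NASH, where 0 passed and 26 were lower and 1 higher at an unadjusted p under 0.05. Against NASH, 141 were lower in NASH-CH. They made up 44 of the 50 genes with the smallest p in NASH-CH. With NASH-CH counts thinned to the median control total, 87.6% of the tested small RNA genes were still lower, and with library size only 87.6%. Thinning leaves the proportions of genes in expectation as they were, and library size only moves all genes by far less than this median, so these tests could hardly have come out otherwise. The share of counts of small RNA genes other than 7SK and SRP RNA, into which no normalization factor enters, was 0.428 times that of controls (exact permutation p = 0.00216), so the choice of normalization does not account for the difference. A library batch may explain it: 0 control or NASH rats had a total in the range of the NASH-CH rats, so batch and condition cannot be told apart.

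More genes passed in NASH-CH than in NASH. Sequencing depth does not fully explain this, since 2210 genes passed with thinned NASH-CH counts. Of the 1110 genes lower in NASH-CH, 164 were small non-coding RNA genes. For DE genes NASH-CH vs control, 1958 passed without small non-coding RNA genes. A library batch may contribute to this number, which cannot be told apart from the condition.

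Cyp2b2, which phenobarbital induces, was at 239 ± 431 CPM (SD, n = 6) in NASH with a median of 56.6, because NASH rat 2 reached 1105 CPM. The small RNA share of NASH rat 2 was 0.411%, in the range of the NASH rats (0.341 to 0.475%) and above that of the NASH-CH rats (0.149 to 0.214%). An exchange of its finished library with a NASH-CH library is therefore unlikely. If the share reflects a library batch, it cannot rule out an exchange of tissue or RNA before library preparation. Other explanations were not tested. The score of phenobarbital-inducible genes (17 genes) was higher than in controls by 0.73 (exact permutation p = 0.0216, adjusted p = 0.0551, 6 of 6 rats) in NASH and by 1.22 (exact permutation p = 0.00216, adjusted p = 0.0101, 6 of 6 rats) in NASH-CH. By the paper's protocol NASH-CH rats received phenobarbital to the end and NASH rats did not for the last 4 weeks, so drug exposure at sampling would give a higher score in NASH-CH. The difference between the models was 0.49 (exact permutation p = 0.102, adjusted p = 0.190, 6 of 6 rats), not detectable with 6 rats per group, which is not evidence of no difference. Preranked enrichment gave an NES of 1.66 (FDR = 0.0296) for the same comparison.

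Cholesterol synthesis genes (25 genes) had a score difference from controls of -1.25 (exact permutation p = 0.00216, adjusted p = 0.0121, 6 of 6 rats) in NASH and -0.80 (exact permutation p = 0.00433, adjusted p = 0.0110, 6 of 6 rats) in NASH-CH. With library size only, the NASH-CH difference no longer passed the threshold. Dietary cholesterol is a candidate explanation, which the design cannot separate from CCl4, phenobarbital or the fat of the diet, nor in NASH-CH from a library batch. The mitotic set, which holds no proteasome genes, had a score difference of -1.35 (exact permutation p = 0.00216, adjusted p = 0.0121, 6 of 6 rats) in NASH. Mitotic genes were thus lower there without proteasome genes among them. The paper's cell cycle sets were not used here, so whether proteasome genes carry their fall cannot be told. In NASH-CH the mitotic score difference was -0.58 (exact permutation p = 0.197, adjusted p = 0.274, 5 of 6 rats), with an NES of -1.63 (FDR = 0.0180). By enrichment the mitotic set lost the threshold there in 4 of 11 alternatives, among them the edgeR quasi-likelihood and DESeq2 Wald tests. The score did not pass with all rats and passed without NASH-CH rat 5.

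For fibrillar collagen (29 genes), the score difference from controls was 0.034 (exact permutation p = 0.589, 4 of 6 rats) in NASH and 0.64 (exact permutation p = 0.00433, adjusted p = 0.0110, 6 of 6 rats) in NASH-CH. For macrophage genes (23 genes) it was -0.21 (exact permutation p = 0.0823, 5 of 6 rats) in NASH, with the opposite sign with library size only, and 0.16 (exact permutation p = 0.24, 4 of 6 rats) in NASH-CH. Male-predominant genes (13 genes) had differences of -0.17 (exact permutation p = 0.110, 5 of 6 rats) in NASH, with the opposite sign with library size only, and -0.64 (exact permutation p = 0.00433, adjusted p = 0.0110, 6 of 6 rats) in NASH-CH. Sinusoidal endothelial genes (20 genes) had differences of 0.19 (exact permutation p = 0.0433, adjusted p = 0.0795, 6 of 6 rats) in NASH and -0.026 (exact permutation p = 0.859, 3 of 6 rats) in NASH-CH, the latter with the opposite sign with library size only. The last 2 sets mix genes expected to move in opposite directions, so their scores have no single reading. By preranked enrichment, macrophage genes passed in NASH (NES -1.60, FDR = 0.0410), and in NASH-CH their NES of -1.16 (FDR = 0.318) had the opposite sign to the score. Fibrillar collagen passed in NASH-CH (NES 2.38, FDR = 2.76e-06) and not in NASH (NES 0.980, FDR = 0.570). Male-predominant genes passed in neither model (NES 0.934, FDR = 0.616, and -1.31, FDR = 0.194), and sinusoidal endothelial genes passed in NASH only (NES 1.63, FDR = 0.0374, and -0.929, FDR = 0.619). With library size only, the NES of macrophage genes in NASH-CH reversed to 1.30 and that of sinusoidal endothelial genes to 0.565, neither set passed in NASH, and male-predominant genes passed in NASH-CH (NES -1.79).

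Genes encoding proteins of Figures 3 to 5 had these log2 fold changes by limma's moderated test: Des, 0.088 in NASH (adjusted p = 0.794, 3 of 6 rats) and 0.65 in NASH-CH (adjusted p = 0.00468, 6 of 6 rats); Acta2, -0.047 in NASH (adjusted p = 0.957, 2 of 6 rats) and 0.87 in NASH-CH (adjusted p = 0.0758, 5 of 6 rats); Col1a1, 0.010 in NASH (adjusted p = 0.989, 2 of 6 rats) and 1.02 in NASH-CH (adjusted p = 0.0186, 6 of 6 rats); Vwf, 0.57 in NASH (adjusted p = 0.151, 5 of 6 rats) and 1.13 in NASH-CH (adjusted p = 0.00245, 6 of 6 rats). Of the endothelial genes and the moesin gene, the values were Fcgr2b, -0.080 in NASH (adjusted p = 0.748, 4 of 6 rats) and -0.24 in NASH-CH (adjusted p = 0.196, 5 of 6 rats), Nos3, 0.35 in NASH (adjusted p = 0.294, 5 of 6 rats) and 0.27 in NASH-CH (adjusted p = 0.313, 5 of 6 rats) and Msn, -0.11 in NASH (adjusted p = 0.642, 5 of 6 rats) and 0.13 in NASH-CH (adjusted p = 0.504, 4 of 6 rats). For macrophage markers, they were Cd68, 0.067 in NASH (adjusted p = 0.834, 5 of 6 rats) and 0.15 in NASH-CH (adjusted p = 0.490, 5 of 6 rats) and Cd163, -0.15 in NASH (adjusted p = 0.578, 5 of 6 rats) and -0.48 in NASH-CH (adjusted p = 0.0304, 6 of 6 rats); the paper reports more CD163-positive cells in NASH-CH, and transcripts and cell counts are different measures. Mpo did not pass the filter on low counts.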
